# RNA-mediated paternal heredity of diet-induced obesity and metabolic disorders

**DOI:** 10.1038/srep18193

**Published:** 2015-12-14

**Authors:** Valérie Grandjean, Sandra Fourré, Diana Andrea Fernandes De Abreu, Marie-Alix Derieppe, Jean-Jacques Remy, Minoo Rassoulzadegan

## Abstract

The paternal heredity of obesity and diabetes induced by a high-fat and/or high-sugar diet (Western-like diet) has been demonstrated through epidemiological analysis of human cohorts and experimental analysis, but the nature of the hereditary vector inducing this newly acquired phenotype is not yet well defined. Here, we show that microinjection of either testis or sperm RNA of male mice fed a Western-like diet into naive one-cell embryos leads to the establishment of the Western-like diet-induced metabolic phenotype in the resulting progenies, whereas RNAs prepared from healthy controls did not. Among multiple sequence differences between the testis transcriptomes of the sick and healthy fathers, we noted that several microRNAs had increased expression, which was of interest because this class of noncoding RNA is known to be involved in epigenetic control of gene expression. When microinjected into naive one-cell embryos, one of these small RNA, i.e., the microRNA miR19b, induced metabolic alterations that are similar to the diet-induced phenotype. Furthermore, this pathological phenotype was inherited by the offspring after crosses with healthy partners. Our results indicate that acquired food-induced trait inheritance might be enacted by RNA signalling.

A fundamental law of genetics states that progenies do not inherit adaptive, pathological or neural features acquired in response to environmental conditions. However, recent studies seem to contradict this dogma. Paternal inheritance of diet-induced obesity, diabetes and its associated metabolic disorders, which is a worldwide epidemic and an acute societal problem^1^, was first suggested by epidemiological analysis of human cohorts and later confirmed by experimental analysis. For instance, the offspring of fathers who had been undernourished during the 1944–1945 famine in The Netherlands developed increased adiposity more frequently than controls^2^,^3^ and this up until the second generation. Furthermore in the Overkalix cohort study^4^, a northern Swedish community that endured year-to-year food supply variations had increased diabetes frequencies, which have been related to the grandfathers’ food availability. Moreover, hereditary transmission of diet-induced characteristics was recently confirmed and later analysed by experimental approaches. Female rats born to fathers on a high-fat diet had impaired insulin secretion and glucose tolerance^5^. Another study showed that after maternal exposure to a high fat diet, mice had increased body size and reduced insulin sensitivity and these traits were transmitted up to the third generation^6^,^7^. Furthermore, a study reported that the fat mass of mice raised on a high fat “Western-like” diet steadily increased over four generations^8^. In addition, male and female born to fathers fed a low protein and high sugar diet had a modified liver transcriptome^9^. To finish, C57BL/6 males fed a lipid-rich diet exhibited obesity in the absence of overt diabetes and transmitted the altered metabolic health to their progeny^10^.

The frequent occurrence and heritability of metabolic disorders preclude Mendelian transmission of mutational events and are reminiscent of epigenetic heredity documented in various organisms, ranging from *Caenorhabditis elegans* to humans reviewed in ref.^11^. Interestingly, histone modification and DNA methylation patterns were reported to be altered in the testis and sperm of the affected males^5^,^12^,^13^ and a chromatin-depend signature of paternal-diet-induced intergenerational metabolic reprogramming has been identified^14^. However, the possible roles of these epigenetic marks in transgenerational signaling are still undetermined^15^. Experimental evidence has pointed to small non-coding RNAs (sncRNAs) as a possible vector of epigenetic inheritance. In *C. elegans*, small non-coding RNAs have been shown to induce heritable modifications of several morphological, physiological and behavioral phenotypes^16^,^17^,^18^. In Drosophila, piRNA can trigger multigenerational germline gene silencing^19^,^20^. In mice, we reported a role of sncRNAs in three instances of paternal hereditary epigenetic variations^21^,^22^,^23^. Furthermore, a recent report extended the concept of RNA-mediated paternal heredity to that of the traumatic stress behavioral responses^24^. Based on these data, we hypothesised that paternal inheritance of diet-induced traits could be RNA-mediated. Regarding our previous studies, the main analytical tool was RNA microinjection into one-cell embryos, which is an efficient and well-tolerated procedure. We report here the experimental induction of diet-induced pathologies by injecting either testis or sperm RNA prepared from males raised on a western-like diet into naive one-cell embryos. Identical metabolic disorders were also induced and inherited after micro-injection of a unique microRNA, i.e., mir-19b, that was found to be up-regulated in the sperm of males that were fed a Western-like Diet.

## Results

### Paternal inheritance of obesity and metabolic pathologies induced by a Western-like diet (WD)

To determine whether RNA molecules can act as epigenetic signals in the hereditary transfer of the disease, a series of experiments was performed according to the general scheme outlined in Fig. 1. In one representative experiment, after weaning, seven C57Bl/6 males were maintained either on a standard diet (F0-SD) or on a high sugar (34% sucrose) and high fat (21% butter) Western-like Diet (F0-WD) for four months (Supplementary Table S1). At 4-month-old, F0-WD animals had body weights greater than F0-SD mice (30.6 ± 1.7 vs. 27 ± 0.9, respectively; p < 0.0001, n = 15) (Fig. 2a). Furthermore, excessive weight gain was associated with insulin resistance, one main feature of type II diabetes. This phenomenon was evidenced by: i) impaired fasting blood glucose levels (at time = 0, F0-WD = 121 ± 25 vs. F0-SD = 93 ± 21 mg/dl; p < 0.001) (Fig. 2b,c), ii) impaired glucose tolerance (evidenced by higher glucose peaks in F0-WD males compared to F0-SD animals; 513 ± 83 vs. 347 ± 69 mg/dl after a glucose tolerance test (GTT), respectively; p < 0.0001, n = 15) (Fig. 2b) and iii) insulin resistance (the decrease in blood glucose levels after insulin injection was less important in F0-WD compared to F0-SD animals after an insulin tolerance test (ITT)) (Fig. 2c).

Then, the F0-WD and control F0-SD males were mated at the age of four months with 8-week-old healthy standard-diet fed females. The males were removed after mating, and both the mothers and progenies were fed a standard diet. As shown in Fig. 3a,b, male and female offspring from WD fathers (F1-WD) exhibited increased body weights (29.7g ± 0.9 and 24g ± 1.5, respectively, n = 13) compared to those from SD fathers (F1-SD) (28.0g ± 0.9 vs. 21.7g ± 1.5, respectively; p < 0.005, n = 14). Furthermore, the F1-WD male progeny exhibited altered fasting blood glucose (Fig. 3c) and higher glycemia in response to both glucose (Fig. 3d) and insulin (Fig. 3e) injections (p < 0.0001 and p < 0.05, respectively; n = 11), determined by calculating the area under the curve (AUC) following an intra-peritoneal glucose tolerance (GTT) and an insulin tolerance test (ITT)^25^.

### Transfer of obesity and metabolic pathologies by microinjection of F0-WD testis and sperm RNAs into one-cell embryos

Based on our previous data^21^,^22^,^23^ and on the fact that the testis is mainly composed of germ cells, we assumed that RNA molecules acting in hereditary transmission must be present in sperm and also in testis. To determine whether RNA could be the vector of paternal epigenetic inheritance of newly acquired metabolic features, we performed microinjection of either sperm or testis RNA from two F0-WD and two F0-SD fathers into one-cell embryos (Fig. 1), in accordance with published procedures^22^,^25^. Forty-six pups were born from embryos injected with either testis or sperm RNAs from F0-WD males, designated as R1-WD-testis (14 males, 13 females) and R1-WD-sperm (9 males, 10 females) and 26 pups were born from embryos injected with either testis or sperm RNA from F0-SD males, designated as R1-SD-testis (7 males, 7 females) and R1-SD-sperm (6 males, 6 females). Strikingly, the body weight of the R1-WD-testis and R1-WD-sperm males was significantly greater compared to their R1-SD-testis and R1-SD-sperm respective controls (32.38 g ± 1.3 vs. 28.03 g ± 1.3 and 31.22 g ± 4.79 vs. 27.8 g ± 3.2, respectively, p < 0.01; n ≥ 9; Fig. 3a). The female R1-WD-testis and R1-WD-sperm were also heavier than their R1-SD-testis and R1-SD-sperm counterparts (24 g ± 1.3 vs. 21.5 g ± 0.9 and 23.3 g ± 3 vs. 21.1 g ± 2.3, respectively, p < 0.01; n ≥ 6; Fig. 3b) To complement the above experiment, we also tested whether R1-WD-testis and R1-WD-sperm progenies exhibited signs of insulin resistance. Interestingly, we found that the R1-WD-sperm and R1-WD-testis animals exhibited altered glucose tolerance and impaired insulin sensibility as analysed by area under the curve analysis (p < 00.1, n = 7; Fig. 3d,e, respectively). We also found that R1-WD-testis males exhibited fasting blood glucose levels that were significantly greater than the R1-SD males (120.4 mg/dl ± 35.5 vs. 85.44 mg/dl ± 22.36; p < 0.05, n ≥ 7), which was not the case with the R1-WD-sperm males (85.44 mg/dl ± 22.36 vs. 95 mg/dl ± 16.88; p > 0.1, n ≥ 7) (Fig. 3c).

### Transcriptome alterations in Western-like diet testis and sperm cells

Of two comparable RNA populations isolated from the same tissue, one efficiently induced an epigenetic change (RNA from WD mice), whereas the other RNA population did not (RNA from SD mice). We inferred that available sequence analysis technologies would pinpoint critical differences between the two RNA preparations. First, we performed a comparison of the WD and SD testis mRNA expression profiles by oligonucleotide microarray hybridisation. The analysis was performed on three randomly chosen animals of each group, however those who exhibited the strongest effects of diet were excluded from the selection group. Differentially expressed transcripts, either up- or downregulated, were detected in the WD males through Volcano and MA plot representations (Supplementary Fig. S1). The resulting list (Supplementary Table S2) provided only limited information, as changes were often subtle in magnitude (~50%), and no obvious candidate for a master gene function was identified.

As small noncoding RNAs of mice and non-mammalian model organisms were found in several instances to act as hereditary epigenetic determinants (i.e., small non-coding RNAs (sncRNA), microRNAs (miRNA) and piwi-interacting RNAs (piRNA)), reviewed in^11^, we extended the transcriptome analysis of the testis RNAs to the small (less than 200 bp) fraction. 

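Small RNA from the testes of 8 male mice was compared: 4 SD mice, named M1N, M2N, TN1 and TN2, and 4 WD mice, named M1W, M2W, M3W and M5W. The paper gives the start of the Western-like diet as 3 weeks of age, whereas the sample labels give 4 weeks. The reads came from a SOLiD sequencer. The authors trimmed them at the adaptor, or at 31 bases where none was found, aligned them to the mouse genome mm9 with Bowtie allowing 2 mismatches, and annotated them with miRBase release 18, Rfam and a database of non-coding RNAs. They deposited the number of reads counted on each small RNA in each mouse, without normalisation. How a read that matches several small RNAs was counted is not given in the paper's text, so members of near-identical families carry shared reads to an unknown extent.
The table lists 20558 small RNAs in 9 classes, of which 18975 are piRNAs and 730 are entered as miRNAs. Every small RNA listed has at least 9 counts over the 8 mice. The total count per mouse ranged from 2064562 to 3253798 in SD mice, with a median of 3174870, and from 2159625 to 3092399 in WD mice, with a median of 2611356.5. The totals of the groups overlapped (exact permutation test, two-sided, p = 0.371). At these totals the smallest abundance that could be shown, 3 counts, corresponds to between 0.922 and 1.45 CPM, the count scaled to the library size. This floor covers counting error only, since reads amplified by PCR are not independent molecules. piRNAs took 87.4% ± 0.996 (SD, n = 4) of the counts in SD mice and 87.0% ± 1.77 (SD, n = 4) in WD mice. miRNAs took 10.1% ± 0.719 (SD, n = 4) and 10.6% ± 1.44 (SD, n = 4), a difference within the spread between mice (exact permutation test, two-sided, p = 0.657).
The counts were tested with edgeR's quasi-likelihood test, WD against SD, after TMM normalisation over the 16955 small RNAs that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method within each class. The paper's statistics section names Wilcoxon rank analysis and an unpaired test for its data in general, and its methods name limma with adjustment for the false discovery rate beside the microarray values. The paper's text does not say which of these was used for the sequencing counts. No mouse appeared to be a library entered again under another name: over the 28 pairs of mice, the chi-square per degree of freedom of their counts lay between 2.67 and 26.5. Among SD mice, the names start with M in 2 mice and with TN in 2 mice, while the names of all WD mice start with M. The paper's text does not say what the letters stand for. On the first principal component of the log2 CPM values, which held 47.8% of the variance, M1N and M2N were placed at -71.4 and -34.8, and the other 6 mice between 4.28 and 33.9. Results are therefore also given against each pair of SD mice. Mice whose names start with TN are all on the standard diet, so within that set the diets cannot be compared.

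**Figure D1:**
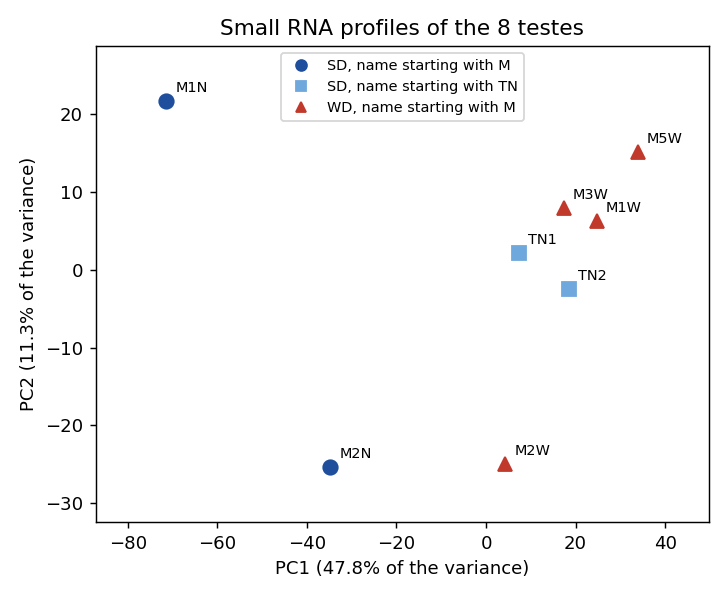
First (x axis) and second (y axis) principal component of the log2 CPM values of the 16955 small RNAs tested, 1 point per mouse, in arbitrary units. M1N and M2N lie apart from the 4 WD mice on the first component, while TN1 at 7.30 and TN2 at 18.5 lie among them.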

Deep sequencing analysis revealed the differential expression of 13 miRNA (p ≤ 0.1; fold change ≤ ±1.5; Table 1) and 190 piRNAs (p_value_ ≤ 0. 05; p_adjustvalue_ ≤ 0.05; fold change ≤ ±1.5, Supplementary Tables S3) which are spread across 63 different piRNA clusters (Supplementary Tables S4). 

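Of the 730 entries of the miRNA class, 576 carry the name of a mature miRNA, 57 that of a precursor and 97 an Ensembl transcript name, and 418 of all entries passed the filter on low counts. By the criteria of an unadjusted p of 0.1 or less and a fold change of 1.5 or more, 63 entries differed between WD and SD mice, 33 higher and 30 lower in WD mice. Of these, 48 were mature miRNAs. As many entries as 63 were found in 6 of the 35 ways to divide the 8 mice into 4 and 4, the real one included. The balance of higher and lower entries moved with the setting: it was 42 to 79 with no filter on low counts and 26 to 67 without M2W. Without the fold change criterion 122 entries had a p of 0.1 or less. Chance gives 41.8 if the mice share no structure such as the separation of M1N and M2N. None had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although 69 had an unadjusted p of 0.05 or less. Against M1N and M2N alone 81 had an adjusted p under 0.05 in the same edgeR test, and against TN1 and TN2 alone 13. Only 1 of the 13 was also among the 81, so these counts concern largely different entries. A further 4 of the 13 were arms of the cluster that holds miR-290, in which TN1 and TN2 exceeded every other mouse. The choice of control mice moved the count by the criteria most among the alternatives fixed beforehand: 146 entries met them when the 4 WD mice were set against M1N and M2N alone, and 49 when they were set against TN1 and TN2 alone.
All 13 miRNAs of Table 1 passed the filter and changed in the direction listed there, and 9 of them met both criteria. The other 4, miR-30e-5p, miR-468-5p, miR-29a-5p and miR-19b-3p, had a p under the limit and a fold change below 1.5. Adjusted over the 13 miRNAs alone, 10 had an adjusted p under 0.05 in edgeR's test. That count says little about stability, since the list was drawn from the same mice. In 6 of the 13 the 4 WD mice and the 4 SD mice did not overlap, a separation that 2.86% of the possible assignments give by chance. For these 6 the exact permutation test of log2 CPM (two-sided) gave p = 0.0286, the smallest p that 4 mice against 4 allow.
Within Table 1 the largest fall was that of miR-183-5p, with 6.27 ± 1.19 CPM (SD, n = 4) in WD mice and 14.8 ± 5.62 CPM (SD, n = 4) in SD mice. Its log2 fold change was -1.21 (standard error 0.31, adjusted p = 0.101 from edgeR's quasi-likelihood test). miR-182-5p, from the same gene cluster, had 14.3 ± 2.92 CPM (SD, n = 4) in WD mice and 25.2 ± 4.34 CPM (SD, n = 4) in SD mice. The third member of the cluster, miR-96-5p, had a log2 fold change of -0.34 that was within the spread between mice (edgeR's test, adjusted p = 0.547). Among the miRNAs higher in WD mice, let-7i-3p had 20.2 ± 2.73 CPM (SD, n = 4) in WD mice and 11.2 ± 1.51 CPM (SD, n = 4) in SD mice, a log2 fold change of 0.84 (standard error 0.21, adjusted p = 0.101 in edgeR's test). For let-7i-5p, the other arm of the same precursor, the log2 fold change was 0.33 (edgeR's test, adjusted p = 0.519). miR-340-5p rose by a similar amount, to 28.6 ± 5.51 CPM (SD, n = 4) from 16.2 ± 2.97 CPM (SD, n = 4). Of the 13 miRNAs, miR-124-3p differed most between the pairs of SD mice, with 23.5 CPM on average in M1N and M2N and 80.6 CPM in TN1 and TN2, against 102 ± 31.7 CPM (SD, n = 4) in WD mice. Its log2 fold change was 2.12 against the first pair and 0.34 against the second. The direction of all 13 miRNAs was kept against either pair of SD mice, and in 4 of them the mean CPM of the pairs differed by 1.5-fold or more.

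**Figure D2:**
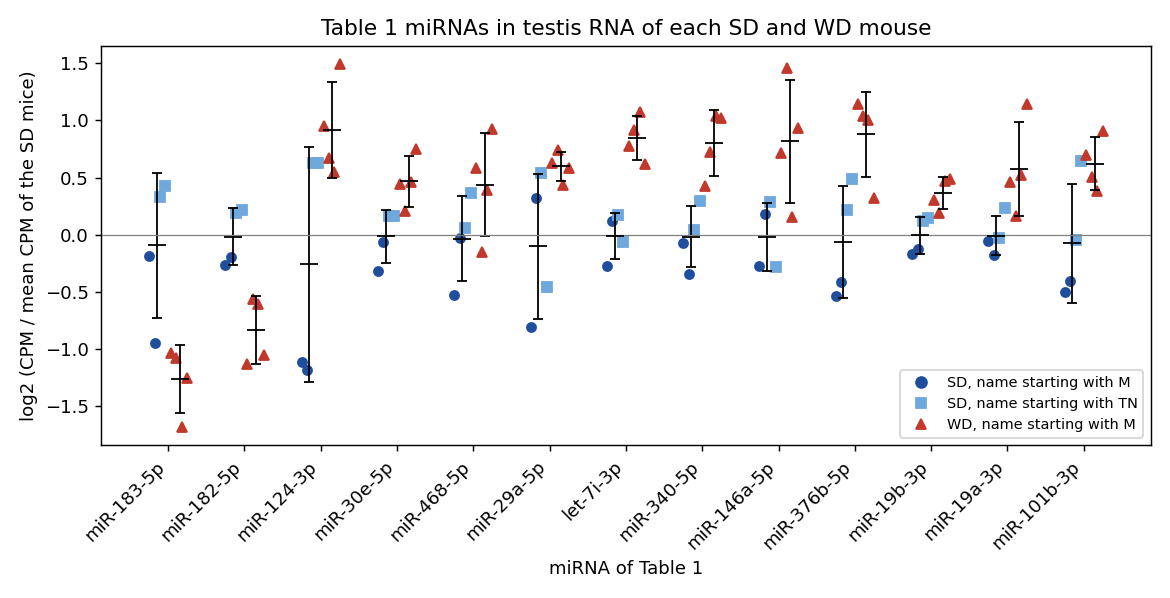
CPM of each Table 1 miRNA in each mouse, as the log2 ratio to the mean of the 4 SD mice (y axis), for the 13 miRNAs (x axis). Points are mice and black bars the mean and SD of the log2 ratios of each diet. The 4 WD mice lie on one side of all SD mice for 6 of the 13 miRNAs.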

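Of the 18975 piRNAs listed, 16054 passed the filter. None met all the criteria for piRNAs (p of 0.05 or less, adjusted p of 0.05 or less, fold change of 1.5 or more) between the 4 WD and the 4 SD mice in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the piRNAs. The smallest adjusted p was 0.322. At an unadjusted p of 0.05 or less there were 2341 piRNAs. Chance gives 802.7 if the mice share no structure such as the separation of M1N and M2N. Of the 2341 piRNAs, 1073 were higher and 1268 lower in WD mice. The share that was higher, 45.8%, rose to 55.5% with column totals in place of TMM factors, 56.4% with limma-voom and 59.2% against TN1 and TN2 alone, so neither direction prevailed throughout. With a fold change of 1.5 or more in addition there were 1376. As many were found in 5 of the 35 ways to divide the mice into 4 and 4, the real one included. Divisions with M1N and M2N on one side gave a median of 871, and those with M1N and M2N apart 150.5. Such numbers may thus arise from grouping alone, so the excess over 802.7 does not by itself point to the diet. Set against M1N and M2N alone, the 4 WD mice differed in 3351 piRNAs by all the criteria, and set against TN1 and TN2 alone in 0, with 522 at an unadjusted p of 0.05 or less. The piRNAs are listed by name without a sequence or a position, so their clusters were not analysed here.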

In the resulting list of differentially expressed small RNAs, we checked whether some of them had been previously implicated in obesity and metabolic pathologies. To the best of our knowledge, no piRNA has been previously implicated in these metabolic disorders, whereas several microRNAs had been previously associated with obesity and/or diabetes or were reported to be overexpressed in comparable unhealthy-diet animals^10^,^26^,^27^. Therefore, we focused our study on microRNA analysis. By quantitative RT-PCR analysis, we confirmed the deregulation of miR-182, miR-19a, miR-19b, miR-29a and miR-340 in testis and sperm RNA of the WD males compared to SD males (Table 1). The observed fold-change difference in miR-183 and let7i content between testis and sperm may be due to the heterogeneous cell composition of testis. Indeed, although testis is mainly composed of germ cells, the contribution of somatic cells to this deregulation might be more or less important depending on the miRNA analysed.

### Induction of obesity by microinjection of the microRNA miR-19b into one-cell embryos

Our differential RNA-Seq analysis identified miR-19b and miR-29a as the two most abundant deregulated microRNAs in WD mice (Table 1). These two microRNA candidates were, therefore, injected separately into fertilised one-cell embryos to test for their potential as inducers of obesity and metabolic disorders (Fig. 4a). 

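Over the 8 mice, miR-19b-3p had a mean count of 16591.9 ± 3783.4 (SD, n = 8) and ranked 1 among the 13 miRNAs of Table 1. It was followed by miR-19a-3p, with 3045.9 ± 1329.9 counts (SD, n = 8), and miR-468-5p, with 1319 ± 540.5 counts (SD, n = 8). miR-29a-5p had 35.8 ± 13.4 counts (SD, n = 8), between 16 and 49 per mouse, and ranked 10 of the 13. The other arm of its precursor, miR-29a-3p, had 8184 ± 1890 counts (SD, n = 8). Both ranks were the same by mean CPM and by median count. Among all miRNAs listed, only miR-34c-5p, with 22013.8 counts on average, exceeded miR-19b-3p.
miR-19b-3p had 6806 ± 654 CPM (SD, n = 4) in WD mice and 5267 ± 593 CPM (SD, n = 4) in SD mice, a log2 fold change of 0.37 (standard error 0.17, adjusted p = 0.289 from edgeR's quasi-likelihood test). Every WD mouse had more than every SD mouse. Against M1N and M2N its log2 fold change was 0.52, and against TN1 and TN2 it was 0.24. Mature miR-19b-3p is made from Mir19b-1 and Mir19b-2, and the counts do not separate these. miR-29a-5p had 15.5 ± 1.36 CPM (SD, n = 4) in WD mice and 10.2 ± 4.27 CPM (SD, n = 4) in SD mice. Its log2 fold change was 0.58 (standard error 0.27), and the diets overlapped. The exact permutation test (two-sided) gave p = 0.0571, where 0.0286 is the smallest p possible, and edgeR's test gave an adjusted p of 0.289. Against the pairs of SD mice the log2 fold change was 0.73 and 0.43. For miR-29a-3p no difference between the diets was found, with 2980 ± 625.2 CPM (SD, n = 4) in WD mice and 2970 ± 624.7 CPM (SD, n = 4) in SD mice. Its log2 fold change was 0.01 (standard error 0.20, adjusted p = 0.988 from edgeR's test). With 1 mouse left out it ranged from -0.15 to 0.15, so a small change in either direction is not ruled out. miR-29b-3p, which is made from Mir29b-1, next to Mir29a on chromosome 6, and from Mir29b-2 on chromosome 1, had a log2 fold change of -0.08 (edgeR's test, adjusted p = 0.857).
Citing Table 1, the paper names miR-19b and miR-29a as the most abundant deregulated miRNAs and, for that reason, chose them for injection into one-cell embryos. Apart from the sequencing, the paper reports a significant rise of miR-19b and of miR-29a by RT-PCR in testis and in sperm. Those measurements were not analysed here.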

Strikingly, males and females born from miR19b-microinjected one-cell embryos (designated R1-miR19) had, in average, body weights greater than the controls (34.17g ± 6.5 vs. 31g ± 0.5 and 26.49g ± 3 vs. 22.81g ± 0.76, male and female progenies, respectively), and these weights were similar or higher levels than the ones of animals raised on western-like diet and their F1 and R1 progenies (Fig. 4b). By contrast, the body weights’ distibution of 15 individuals that had received miR-29a were identical to mock-injected controls, at 4-months. None of the R1-miR19 mice, however, showed increased values of fasting glucose levels (Fig. 4c), which is at odds with the more complete pathology observed for the WD series, but is similar to the R1-sperm injected progenies and to the previously published reports of metabolic alterations without overt diabetes^10^.

The degree of glucose intolerance and insulin resistance was more variable, as only half of the obese R1-miR19b animals showed impaired glucose tolerance and insulin sensitivity (Fig. 4d,e). The normal or subnormal values exhibited by the other half correspond to the variable penetrance of an abnormal phenotype^28^. This phenomenon was made apparent by analysis of the progenies of individual R1-miR19 males crossed with control females, namely the R2-miR19 progenies (Fig. 4e). Indeed, it is interesting to note that some R2-miR19 mice developed the full miR19 phenotypes despite the normal metabolic features of their R1-miR19 progenitors.

## Discussion

Identifying the nature of the vector involved in the inheritance of obesity and type II diabetes is essential to understand the progression of these major biological and medical problems. Our work provided the first evidence that perturbation of the zygote’s RNA content by microinjection of specific RNA induced zygote’s reprogramming which led to the development of the pathological traits in the adult. Given that the effect was specifically observed when the incoming RNA was prepared from the affected individual’s germ cells, it can be reasonably inferred that the transmission of the disease is initiated by sperm RNA transfer at the time of fertilisation. One caveat of our experiments is that microinjection differs from fertilization in many respects, such as the higher number of injected molecules compared to that present in sperm. This difference may be compounded by the observation in comparable experiments that a high amount of injected RNA is excluded from the nucleus and eliminated within the first minutes, after injection^21^.

The clear difference between the R1-WD and R1-SD animals indicates that RNA carried by the sperm into the oocyte is able to modify gene expression in the resulting animals. However, although F1-WD and R1-WD mice were clearly different from the F1-SD and R1-SD controls, they showed a significant degree of individual variation compared with the more uniform F0-WD parent phenotypes. This individual variation was also evident in R1-miR19 mice. Indeed, some R1-miR19 displayed a relatively low body weight and a normal glucose regulation, whereas their respective R2-miR19 progeny displayed the full disorder (increased body weight, altered blood glucose levels and insulin tolerance). Theses results suggest that upon RNA injection, epigenetic changes take place which can remain phenotypically silent but are later transmitted to the progeny (R2-miR19 obese males were born from R1-miR19 normal males) (Fig. 4). In a previous study of diet-acquired metabolic abnormalities^9^, similar variations were qualified as ‘variable penetrance’ which may be related to the interindividual variability of gene expression first described as a ‘rheostat effect’ for imprinted genes^28^. The rheostat effect appears to be a frequent feature of epigenetic alterations; furthermore, it is interesting to note its presence both in RNA-mediated induction of the disease and in the sexual F1-WD progenies, suggesting a common mechanism.

We have established that RNA is a vector of epigenetic information; however, the mechanism that is initiated in the early embryo and leads to the establishment of a complex inheritable pathology remains to be determined. Only partial indications can be gathered from previous studies. In three instances^21^,^22^,^23^, the expression level of a key regulatory gene was modified at the transcriptional level and was variable among individuals (inter-individual variability) and at defined developmental stages. RNA specification is not contradictory to other reported modes of expression control, namely chromatin structure and/or DNA methylation patterns, whose variations are the most likely modes for gene expression adjustments. To explain the strict locus-specificity of the effect, sequence recognition appears as a likely, if not unique mechanism, in which short ncRNAs can play critical roles. An epigenetic mark has to be established on one or several key regulators at the one-cell stage embryo, eventually leading to structural changes and metabolic alterations at later times. Identification of targets, critical to understanding the whole process, is challenging. We have identified miR-19b as one of these molecules, but further assessment of its specific role is complicated by the pleiotropic nature of its activity, spanning from lymphomagenesis^29^ to the inflammatory response^30^. Further investigation on the miR-19 mice through the transcriptomic analysis of either early embryo and/or adipose-derived stem cells will provide additional insight into the mechanisms of miR-19 action and will help to identify genes involved in the development of obesity and/or metabolic disorders at the very early stages of development.

However, considering the high number of molecules micro-injected (about 4000 as previously described in^21^), which probably does not truly and completely mirror the level of microRNA present in WD sperm, it seems unlikely that individual RNAs are responsible for the whole phenotype. As such, we cannot completely exclude the possibility that other small RNAs may play a role in the inheritance of diet-induced metabolic phenotypes. This could more particularly apply to piRNAs, whose expression is for some of them altered in WD-sperm. All the more so as this RNA population has been demonstrated to play a role in the paramutation phenomenon (an epigenetic interaction between two alleles of a locus) in non-vertebrate animals^31^ and to be deregulated at specific piRNA clusters in another example of RNA-mediated epigenetic inheritance^24^.

There is a growing number of examples of RNA-mediated epigenetic heredity, not only in invertebrate models reviewed in^11^, but also in mice in whom the acquired features cannot be accounted for in Mendelian terms, such as the diet-induced syndrome and the heritable behavioural response to early traumatic stress^24^. These results reinforce the idea that RNA-mediated controls of epigenetic regulations may play determinant roles in embryonic development.

## Methods

### Mice

The experiments described were performed out in compliance with the relevant institutional and French animal welfare laws, guidelines and policies. The experiments were approved by the French ethic committee (‘Comité Institutionnel d’Ethique Pour l’Animal de Laboratoire’; file number NCE/2012-54). Mice were maintained with the C57BL/6 genetic background (Charles River, Wilmington, Ma, USA). Male 3-week-old mice were divided into two groups. One group was kept on standard chow and the other was fed a western diet containing 17% casein, 0.3% DL-methionine, 34% sucrose, 14.5% cornstarch, 0.2% cholesterol, 5% cellulose, 7% CM 205B, 1% vit200 and 21% butter (Diet Western 1635, Safe, Augy; France; Supplementary Table S1).

### Glucose tolerance test

Mice were fasted for 12 h before the experiment. A solution of sterile 0.2 g/ml glucose was freshly prepared in 0.9% sterile saline. Baseline glucose measurements were analysed from tail blood before intraperitoneal (ip) glucose injection (2 mg/g body weight) using the OneTouch Vita (LifeScan, Johnson & Johnson, Milpitas, CA, US) system. Blood glucose measurements were taken using tail blood at 0 min, 15 min, 30 min, 60 min, 90 min and 120 min after injection. Areas under the curve during the insulin tolerance test (AUC-ITT) were calculated using the trapezoidal rule.

### Insulin tolerance test

Mice were fasted for 12 h before the experiment. Baseline glucose measurements were analysed using the OneTouch Vita (LifeScan, Johnson & Johnson company) system from tail blood before ip insulin injection (NovoRapid®, Novo Nordisk, Bagsværd, Denmark) diluted to 0.08 mU/μl in sterile saline for a final delivery of 0.8 mU/g body weight. Blood glucose measurements were taken using tail blood at 0 min, 15 min, 30 min, 45 min, 60 min and 90 min after injection. Areas under the curve during the glucose tolerance test (AUC-GTT) were calculated using the trapezoidal rule^25^.

### RNA preparation and microinjection

Frozen tissue was placed in 10 volumes of ‘RNAlater-ICE’ (Applied Biosystems, Life Technologies, Carlsbad, CA, USA) on dry ice^32^. The samples were stored overnight at −20 °C. RNA was then extracted either by the TRIzol procedure (Invitrogen, Life Technologies) or using the RNA easy Mini Kit (Qiagen, Hilden, Germany). The same preparations of testis RNAs were used for microinjection, sequencing and microarray analysis. The quality of the RNA preparations was verified by spectrometry on the Agilent Bioanalyzer 2100 apparatus (Agilent, Santa Clara, Ca, USA; Supplementary Fig. S2). Microinjection into fertilised eggs^25^ was performed according to established transgenesis methods^22^. RNA solutions were adjusted to a concentration of 1 μg/ml and 1–2 pl were microinjected into the pronucleus of C57BL/6 fertilised eggs isolated after normal ovulation and mating. Synthetic microRNA, miR-19b (CUGUGCAAAUCCAUGCAAAACUGAC) and mir-29a (GACUGAUUUCUUUUGGUGUUCAGA)(purchased from Sigma, Saint-Louis, MO, USA) was prepared in filtered microinjection buffer (10 mM Tris, pH 7.4; 0.1 mM EDTA) at a concentration of 4,000,000 molecules/pl.

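Written as DNA, the injected miR-19b is CTGTGCAAATCCATGCAAAACTGAC, 25 bases long. It has 1 exact match in the mouse genome (NCBIM37, the assembly also called mm9), on chromosome 14 from 115443579 to 115443603, on the plus strand. The match covers bases 53 to 77 of the 87-base precursor Mir19b-1, which lies from 115443527 to 115443613 in an exon of the non-coding host gene Mir17hg, and it is in the 3p arm of the precursor. The other precursor of miR-19b, Mir19b-2, on chromosome X from 50095160 to 50095243 on the minus strand, has no exact match to the whole injected sequence. The injected miR-29a, written as DNA, is GACTGATTTCTTTTGGTGTTCAGA, 24 bases long. Its 1 exact match is on chromosome 6 from 31012710 to 31012733, on the minus strand. It covers bases 15 to 38 of the 88-base precursor Mir29a, which lies from 31012660 to 31012747 with no other gene annotated on the same strand. This is the 5p arm of the precursor. The sequence of Mir29a is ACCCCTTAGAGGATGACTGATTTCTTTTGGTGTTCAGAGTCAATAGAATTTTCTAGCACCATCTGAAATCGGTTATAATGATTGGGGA. In the testis RNA of the SD and WD mice, the count of miR-19b-3p, the arm of the injected miR-19b, was between 12575 and 23781 per mouse. The counts of miR-29a-5p and miR-29a-3p lay between 16 and 49 and between 5317 and 11037 per mouse.

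**Figure D3:**
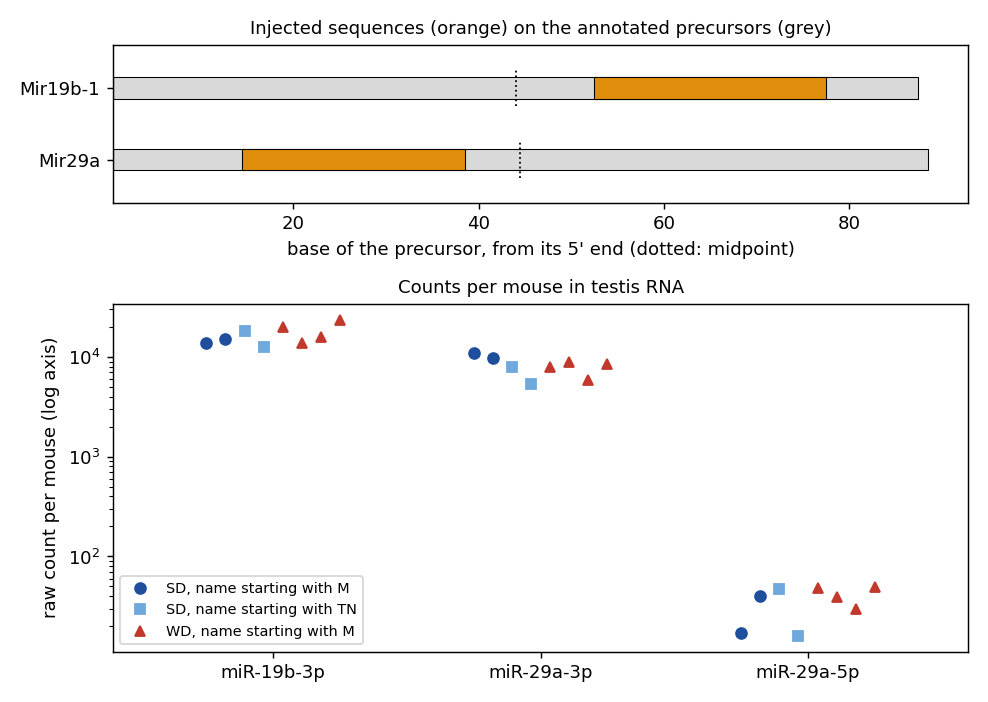
Upper panel: position of the injected sequences on their precursors, in bases from the 5' end (x axis). Lower panel: raw count of miR-19b-3p and of both arms of Mir29a in each SD and WD mouse (y axis, log scale). The injected miR-29a lies on the 5p side of Mir29a, the arm with counts of 16 to 49 per mouse.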

### RT-PCR and quantitative RT-PCR

miRNA quantitation was performed using miScript Primer Assays (Qiagen), following the manufacturer-recommended protocols. Real-time PCR was performed with a Light Cycler Instrument (Roche Diagnostics, Indianapolis, IN 46256, USA) using the miScript SYBR Green PCR kit (Qiagen).

### Microarray analysis and sequencing

Microarray analysis of the expression of 45281 transcripts was performed by the Microarray Service CS3021 Illumina Gene Exp Process (MouseWG-6 v2.0 Expression BeadChips, Qiagen), and small RNA high-throughput sequencing and analyses were performed by the Functional Genomics Platform, Institut de Pharmacologie Moléculaire du CNRS, Sophia Antipolis, France. The supplied samples have been sequenced on SOLiD 5500XLHigh Throughput Sequencer. The obtained libraries of sequences (reads) were aligned with the mouse genome (mm9) using Bowtie aligner with the following parameters: Reads trimming at the adaptator position (trimming at 31 bases otherwise) and 2 allowed mismatches over the total read length. The following public databases were used for the read annotation process : miRBase miRNAs data base mirbase18, Rfam database and ncRNA.orgdatabase. The normalised, subtracted background and expression (Robust Microarray Analysis, RMA) data were further analysed using Bayesian model moderated *t*-test implemented in the Bioconductor *limma* package of the statistical software R (http://www.r-project.org/)^33^. The false discovery rate [FDR, (FDR-correction p < 0.05)] was used to adjust p-values and to correct for the multiple testing issues^34^. After conversion of the deregulated piRNAs with genomic coordinates from mm9 to mm10 using web-based LiftOver tool located at http://usegalaxy.org^35^, deregulated piRNAs were mapped to known clusters using the piRNA cluster data base provided on the web site http://www.smallrnagroup.uni-mainz.de^36^,^37^.

### Statistical analysis

Because of the rheostat-type (non-normal) distributions and the limited number of animals^28^, non-parametric methods were used, and a median value comparison was performed by Wilcoxon rank analysis^38^. Statistical analyses were with an unpaired t test with Welch’s corrections. Data are expressed as the median with p values <0.05 considered to be statistically significant.

## Additional Information

**How to cite this article**: Grandjean, V. *et al.* RNA-mediated paternal heredity of diet-induced obesity and metabolic disorders. *Sci. Rep.* **5**, 18193; doi: 10.1038/srep18193 (2015).

**Data availability**. All microarray and deep sequencing data used in this study have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE44301 and GSE43555.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
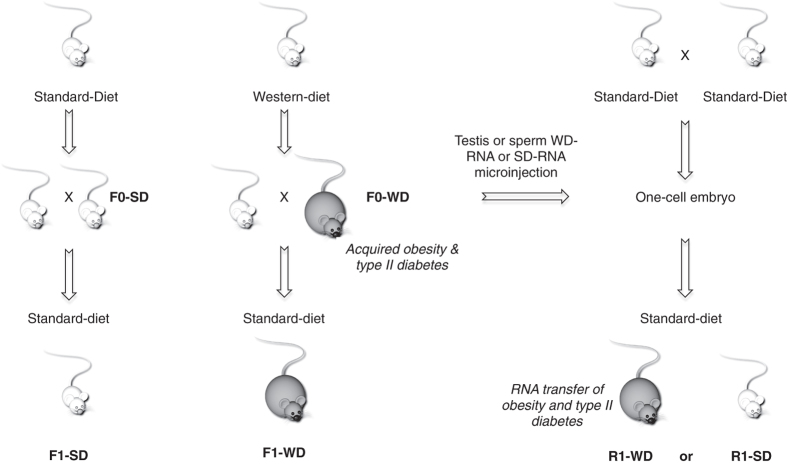
Experimental procedure. (Left part of the panel) 3-week-old C57Bl/6 male mice (F0 mice, Charles River) were divided into two groups. One group (F0-SD) was kept on a standard chow diet (SD) and the other one (F0-WD) was fed a western-like diet (WD) containing 17% casein, 0.3% DL-methionine, 34% sucrose, 14.5% cornstarch, 0.2% cholesterol, 5% cellulose, 7% CM 205B, 1% vit200 and 21% butter. At 16 weeks of age, they were crossed with females that were fed standard diet. The resulting F1 progeny were also fed standard diet. (Right part of the panel) Testis and sperm RNAs, extracted from males raised on either a standard (F0-SD) or western-like diet (F0-WD), were injected into C57BL/6 fertilised eggs collected after normal ovulation, as previously described^22^. After reimplantation in foster mothers, half of the treated eggs developed into normal embryos, designated as the R1 generation. All mice were raised on a standard diet except for the F0-WD males.

**Figure 2:**
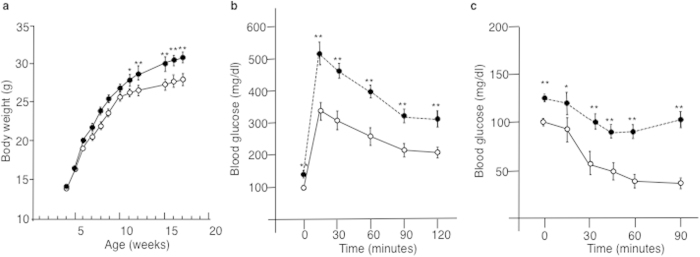
Multiple metabolic alterations in F0 males exposed to western-like diet. (**a**) Body weight of male mice on a control or high-fat diet was measured at 4 months (means ± sem, n = 10 for each group). Males fed a western-fat diet were significantly heavier than the controls. (**b**) Blood glucose tolerance test for 16-week-old males (n = 9 and 10, respectively). Mice were fasted for 12 h before beginning the experiment. Baseline glucose measurements were analysed from tail blood before intra-peritoneal glucose injection (2 mg/g body weight) using the OneTouch Vita system (LifeScan, Johnson & Johnson). Blood glucose measurements were taken from tail blood at 0 min, 15 min, 30 min, 60 min, 90 min and 120 min after injection. (**c**) Blood glucose levels during insulin tolerance test on males at 16 weeks (1 U/kg, n = 9 and 10, respectively. Mice were fasted for 12 h before intra-peritoneal insulin injection (NovoRapid, Novo Nordisk) diluted to 0.08 mU/μl in sterile saline for a final delivery concentration of 0.8 mU/g body weight. Glucose measurements were analyzed as above from tail blood at 0 min, 15 min, 30 min, 45 min and 90 min after injection. White and black circles correspond to mice raised on SD and WD, respectively.

**Figure 3:**
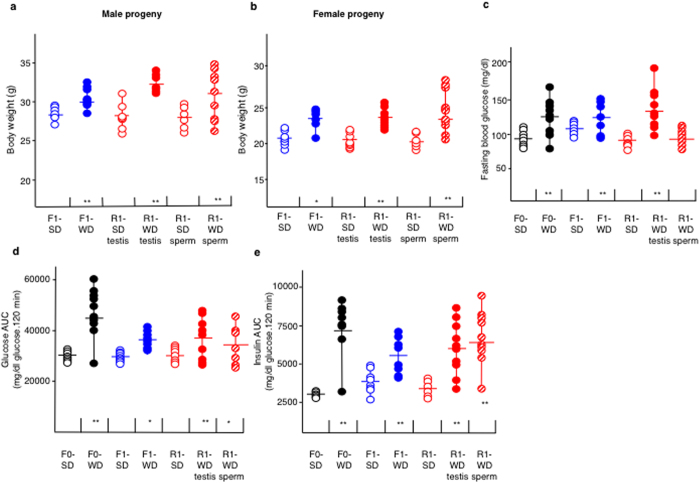
RNA-mediated inheritance of metabolic features of males raised on Western-like diet. Mice were raised on a standard diet except the F0-WD males. Body weights of male (**a**) and female (**b**) derived from either F0-WD or F0-SD fathers or from micro-injected one-cell embryos. (**c**) Fasting blood glucose levels measured as described in Materials and Methods. Areas under the curve (AUC) of the intra-peritoneal glucose tolerance test (AUC-GTT) and of the insulin tolerance test (AUC-ITT) were calculated using the trapezoidal rule^25^ in order to be able to distinguish the response to either glucose (**d**) or insulin (**e**) injections of each mouse individually. All values were recorded at four months of age. F0-SD mice (n = 10); open black circles), F0-WD mice (n = 10; filled black circles). F1-SD (n = 6; open blue circles) and F1-WD (n = 10; filled blue circles) progenies correspond to mice obtained from natural crosses between normal females and males raised on either S or W Diet, respectively. R1-SD (n = 10; open red circles), R1-WD-testis (n = 12; filled red circles) and R1-WD-sperm (n = 10; shaded red circles) correspond to mice derived from fertilised embryos microinjected with SD-RNA testis, WD-RNA testis or WD-RNA sperm, respectively. **p < 0.01.

**Figure 4:**
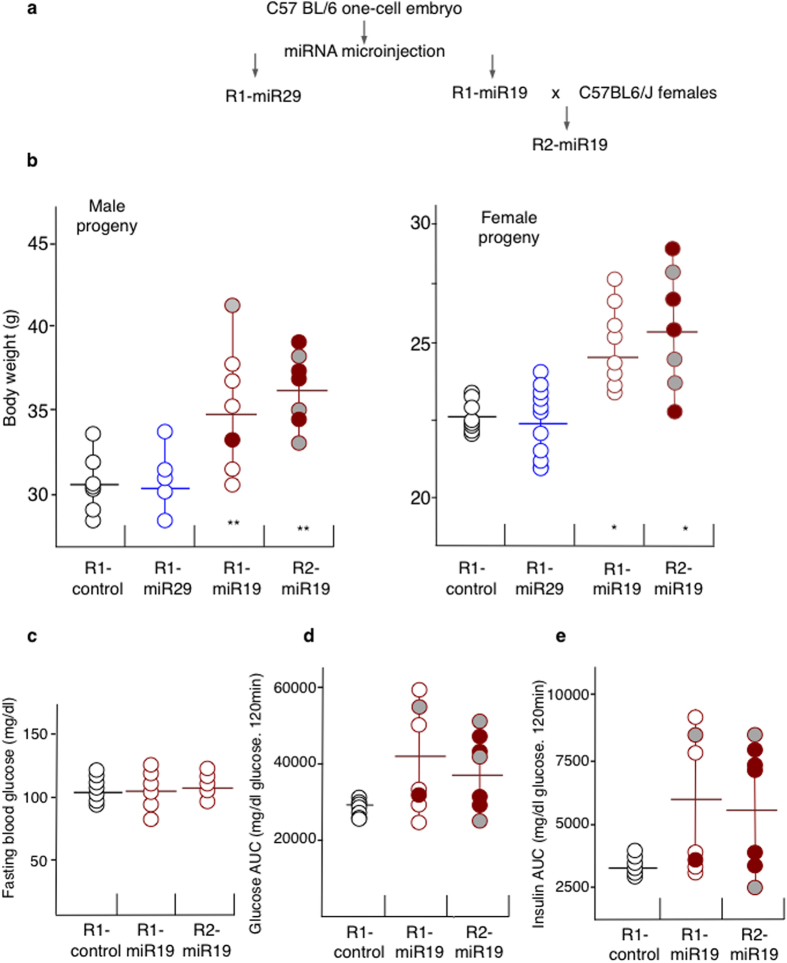
Injections of miR-19b into one-cell embryos induced obesity and aspects of the diabetic phenotype. (**a**) miR-19b and miR-29a were microinjected into one-cell embryos and the derived mice were named R1-miR19 or R1-miR29, respectively. At 16 weeks of age, two R1-miR19 male were crossed with females to obtain the R2-miR19 progeny. All mice were fed a Standard diet. (**b**) Body weights of 4-month-old males and females derived from the microinjection of no-RNA (R1-control; black circles), miR-29 (R1-miR29, n = 15; blue circles) or miR-19b microRNA (R1-miR19 (n = 7) and R2-miR19 (n = 7); red circles) into one-cell embryos. All mice were raised on the standard diet. (**c**) Fasting blood glucose levels. (**d**) Area under the curve of blood glucose after a glucose tolerance test. (**e**) The area under the curve of blood glucose during an insulin tolerance test on males at 16 weeks is shown. The areas under the curve (AUC-GTT) during the glucose tolerance test and during the insulin tolerance test (AUC-ITT) were calculated using the trapezoidal rule. The R1-miR19 fathers and their respective R2-miR19 progenies are indicated by grey-filled or red-filled circles.

**Table 1:** Differentially expressed microRNAs in testis and sperm of Western vs. standard diet fed males.

Name	Read number		Fold change		Reference
	RNA-seq testis	RNA-seq testis	q-RT miRNA testis	q-RT miRNA sperm	
Downregulated miRNAs					
mmu-miR-183-5p	24	1.95*	1,8^†^	1,3	10,39
mmu-miR-182-5p	54	1.75**	2^†^	1,7^†^	39
Upregulated miRNAs					
mmu-miR-124-3p	103	1.95*	ND	ND	40,41
mmu-miR-30e-5p	421	1.95*	1,1	1,2	40
mmu-miR-468-5p	78	1.65*	ND	ND	40,41
mmu-miR-29a-5p^§^	8161	1.5*	1,5^†^	1,3^†^	40,41
let-7i-3p^§^	41	1.6**	2	1	40
mmu-miR-340-5p	61	1.5**	1,5^†^	1,7^†^	26,42
mmu-miR-146a-5p	21	1.8*	ND	ND	41
mmu-miR-376b-5p	15	1.8*	ND	ND	40,41
mmu-miR-19b-3p^§^	16211	1.5*	1,8^†^	1,9^†^	40,41
mmu-miR-19a-3p^§^	3058	1.5*	1,8^†^	1,9^†^	40,41
mmu-miR-101b-3p	344	1.5**	ND	ND	27,41

Validation of selected differentially expressed miRNA (*p < 0.05, **p < 0.01) by quantitative reverse transcription polymerase reaction. Values are miRNA expression levels relative to internal controls (n = 10 for each group). SNORD61 was used for normalisation because of its stable expression in Western Diet vs. Standard Diet. The p value was calculated using the t test between western and standard diet samples ^†^p < 0.05). The column “Reference” indicates the published articles showing an association between the indicated miRNA and the development of obesity and/or diabetes in different systems.

How the deposited data were processed for this re-analysis (not part of the article)

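Small RNA was sequenced from the testes of 4 SD mice and 4 WD mice. The authors trimmed the reads at the adaptor or at 31 bases, aligned them to mm9 with Bowtie allowing 2 mismatches, annotated them with miRBase release 18, Rfam and a database of non-coding RNAs, and deposited raw counts per small RNA, 1 column per mouse, not pooled and not normalised. The version of Bowtie, the counting program and the handling of reads with several matches are not given in the paper's text. The conditions were taken from the sample labels and the paper. The labels describe a high-fat diet for all 8 mice, the controls included, and that sentence was not used for the controls.

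The deposited counts were tested with edgeR 4.0.16 (R 4.3.3): TMM factors, the column total over all small RNAs as library size, filterByExpr at its default minimum count of 10 and minimum total of 15, estimateDisp, and the quasi-likelihood test glmQLFTest, two-sided, with diet as the only term. With default settings glmQLFit runs the older of its methods in this version, so the older method, listed below as an alternative, coincides with the fit reported. P-values were adjusted by the Benjamini-Hochberg method within each class, and for the summary over all classes across the 16955 small RNAs tested. Standard errors of log2 fold changes were derived from the F statistic and are approximate. A miRNA was counted by the paper's criteria at an unadjusted p of 0.1 or less and a fold change of 1.5 or more, a piRNA at a p and an adjusted p of 0.05 or less and the same fold change. Such counts of miRNAs cover all entries of the miRNA class, precursor and Ensembl names included, unless mature miRNAs are named. CPM values are scaled by the TMM factors. The exact permutation test used all 70 assignments of 8 mice to 2 groups of 4. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, and figures were drawn with matplotlib 3.10.9.

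The procedure was tested on simulated data: counts were drawn for the 16955 small RNAs from the real means and library sizes, with 100 of them changed 2-fold and 100 changed 4-fold. Each count was drawn independently, with a dispersion set by the mean count alone. P-values were adjusted over all small RNAs, not within each class. At an adjusted p under 0.05 edgeR's test recovered 57 of the former and 99 of the latter, with 15 false calls among 171. Of the unchanged small RNAs 5.17% had an unadjusted p of 0.05 or less. The simulated mice shared no structure such as the separation of M1N and M2N from the others. These rates therefore need not hold for the real counts.

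Total counts of 2064562 to 3253798 per mouse set the precision. A small RNA with few counts, such as miR-376b-5p with 11.5 per mouse on average, carries a large counting error, whereas for miR-19b-3p the spread between mice dominates.

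The names of the SD mice start with M (2 mice) or TN (2 mice). Comparisons were repeated against each pair, since such a difference in names can mark a batch. M1N and M1W, and M2N and M2W, share a number. They are different animals, and a fit with that number as a block was planned.

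Before the data were examined, the following alternatives were fixed: DESeq2, limma-voom, the older quasi-likelihood method, column totals, upper-quartile factors, TMM within the class, scaling to SNORD61, no filter, at least 10 counts in every mouse, each pair of SD mice alone, the block, each mouse left out, other thresholds, and for the ranks the mean CPM and the median count. The small RNAs named were fixed by rule: the 13 miRNAs of Table 1, SNORD61, other arms and cluster neighbours of the Table 1 miRNAs, the 5 miRNAs with the highest mean count, and in each class up to 5 small RNAs with the largest change among those with an adjusted p under 0.05 whose WD mice all lie on one side of the SD mice. The last part of the rule selected mt-Tw, mt-Ty and mt-Tf. Alternatives chosen after seeing the data were the first letters of the name as a covariate, robust dispersion estimates, the newer quasi-likelihood method, mature miRNAs alone, a correction for base composition with its uncorrected counterpart, and the 4 M1 and M2 mice without the block.

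Positions come from the NCBIM37 assembly with the GENCODE M1 annotation. Of 556 Ensembl transcript names in the table, 470 are in that annotation. Of the 551 mature miRNAs with an arm in their name, 491 (89.1%) were matched to a precursor. The base composition of a miRNA is that of its side of the precursor, an approximation of the arm. piRNA clusters, the microarray, RT-PCR, sperm and metabolic measurements were not analysed here.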

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

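Of the tests in this part, only the count of splits over all 9 classes was set down before its value was known. The count of splits for the mitochondrial tRNAs, the comparison of library sizes and the comparison against each pair of SD mice were chosen after the result was seen.

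Mitochondrial tRNAs, which the paper does not discuss, are 21 of the small RNAs listed. Within this class 5 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 21), although none of them passed an adjustment over all small RNAs, where the smallest adjusted p was 0.318. mt-Tw had a log2 fold change of -1.02 and mt-Tf of -0.80, and mt-Ty rose by 0.84. In these 3 the 4 WD mice lay on one side of the 4 SD mice. The remaining mt-Tt (-1.23) and mt-Tm (-0.65) fell, with overlapping groups, and are named after their values were seen. The total counts of the diets overlapped (exact permutation test, p = 0.371), which with 4 mice per diet does not rule out a part of library size. Against M1N and M2N alone and TN1 and TN2 alone, 2 of the 5 (mt-Tm and mt-Tf) fell short of a 1.5-fold change against one of the pairs, and none changed direction. Only 1 of the 35 splits of the 8 mice into 4 and 4, the real one, gave 5 mitochondrial tRNAs; the most that another split gave was 2. However, this class was picked from 9, and in 5 of the 35 splits, the real one included, some class had as large a percentage of its members at an adjusted p under 0.05, so over all splits the pattern cannot be told apart from a chance result in a class picked afterwards. The other 4 of these splits keep a same-numbered pair of mice together. Among the 12 splits that part both same-numbered pairs only the real one (1 of 12) gave as large a percentage, and 12 splits are too few to tell. Reads shared between tRNA copies and base composition were not tested for it.

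In 5 of the 82 groups of 4 mice examined, 1 mouse lay far from the other 3 (by Dixon's critical value for the gap to the nearest mouse, as a part of the range), where chance gives 4.1. The total count of TN2, 2064562, was below those of the other SD mice, 3101032 to 3253798 (gap 0.872 of the range). M2W was above the other WD mice for miR-29a-3p (3913 CPM against 2589 to 2741, gap 0.885), miR-20a-5p (269 against 228 to 235, gap 0.839) and miR-202-5p (6856 against 4081 to 4404, gap 0.884). M2W also had the largest share of counts on miRNAs, 12.7%. M1N was above the other SD mice for mt-Tf, with 49.4 CPM against 24.6 to 25.9 (gap 0.944). Without M1N the log2 fold change of mt-Tf was -0.48. As the number of such groups is about that given by chance, no explanation, technical or biological, was tested for them.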

How the results depend on the processing

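The alternatives listed in the processing summary as fixed were set before the data were examined; the others, and all alternatives for the mitochondrial tRNAs, were chosen after seeing the data. The newer quasi-likelihood method was added, and the older one kept, after the counts under both had been seen: the newer gave 64 miRNAs by the criteria in place of 63, and neither gave a miRNA or piRNA at an adjusted p under 0.05 (69 miRNAs at an unadjusted p of 0.05 or less with the older method and 68 with the newer). As TN1 and TN2 are both SD mice, the first letters of the name as a covariate leave the diets to be compared between M1N and M2N and the WD mice, with TN1 and TN2 adding only to the estimate of the spread, so its fold changes repeat those against M1N and M2N alone and are no separate evidence. Scaling to SNORD61 was not run, since its count fell to 4 in 1 mouse, under the minimum of 10.

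The miRNAs of Table 1 kept their direction under each alternative in which they were tested; miR-376b-5p was not tested with at least 10 counts in every mouse, nor miR-468-5p in the sets with a known base composition. The number meeting both criteria in the direction of the paper, 9, was 5 against TN1 and TN2 alone, 12 against M1N and M2N alone, 12 with the first letters of the name as a covariate and from 8 to 10 across the 8 fits that each left out one mouse. miR-19b-3p ranked 1 and miR-29a-5p ranked 10 by each of the measures of abundance.

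The number of miRNAs by the criteria, 63, was 121 with no filter on low counts, 39 with at least 10 counts in every mouse, 122 with no fold change threshold and 146 against M1N and M2N alone. It was 149 with the first letters of the name as a covariate, 39 for mature miRNAs corrected for base composition and 39 for the same miRNAs uncorrected. It ranged from 49 to 93 across the fits that each left out one mouse. The cause was not tested. The number of miRNAs with an adjusted p under 0.05, 0 over the 8 mice (69 at an unadjusted p of 0.05 or less), was 81 against M1N and M2N alone, 13 against TN1 and TN2 alone, 86 with the covariate and from 0 to 7 with one mouse left out (44 to 98 unadjusted). The piRNAs meeting all criteria, 0 over the 8 mice (2341 unadjusted), were 3351 against M1N and M2N alone and 3638 with the covariate, and 0 with any one mouse left out (1192 to 3706 unadjusted). Over all small RNAs 0 passed (2474 unadjusted), against 3624 with M1N and M2N alone, 12 with TN1 and TN2 alone and 4126 with the covariate. The cause was not tested. The mitochondrial tRNAs at an adjusted p under 0.05, 5 over the 8 mice, were 3 with limma-voom, 1 against TN1 and TN2 alone and from 0 to 5 with one mouse left out (5 or 6 at an unadjusted p of 0.05 or less); the cause was not tested.

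With the shared number of the M1 and M2 mice as a block, 116 miRNAs met the criteria, 23 miRNAs, 1109 piRNAs and 1147 small RNAs passed the adjusted thresholds, and 1 mitochondrial tRNA did. The same 4 mice without the block gave 117, 20, 1052, 1079 and 0 (7 mitochondrial tRNAs at an unadjusted p of 0.05 or less). The correlation across small RNAs of each mouse's deviation from its diet's mean was -0.0761 for M1N with M1W and 0.237 for M2N with M2W, against 0.230 for M1N with M2W and -0.0675 for M2N with M1W, so the shared number did not mark more similar mice here. In the block fit an unadjusted p of 0.1 or less was no longer reached by miR-183-5p (-0.52), miR-30e-5p (0.52), miR-468-5p (0.50), miR-19b-3p (0.40) and miR-19a-3p (0.43), and without the block by miR-183-5p (-0.53), miR-19b-3p (0.40) and miR-19a-3p (0.43), as log2 fold changes. With 4 mice in place of 8, fewer mice carry each estimate.

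Other log2 fold changes of Table 1 miRNAs lost the p of 0.1 or less. Against TN1 and TN2 alone these were miR-124-3p (0.34), miR-468-5p (0.27), miR-29a-5p (0.43), miR-376b-5p (0.55), miR-19b-3p (0.24) and miR-101b-3p (0.30). Among mature miRNAs alone they were miR-30e-5p (0.43), miR-468-5p (0.45), miR-29a-5p (0.52), miR-19b-3p (0.32) and miR-101b-3p (0.55). With TMM within the class it was miR-468-5p (0.50). With one mouse left out miR-468-5p ranged from 0.31 to 0.65, miR-29a-5p from 0.38 to 0.82 and miR-19b-3p from 0.32 to 0.43. The cause was not tested.

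Some log2 fold changes of small RNAs outside Table 1 reversed. miR-29a-3p was -0.22 against M1N and M2N alone and with the covariate, -0.11 with the block, -0.0901 without it, -0.0544 among mature miRNAs, -0.18 corrected for base composition and -0.00907 in the same set uncorrected, and ranged from -0.15 to 0.15 with one mouse left out. miR-29b-3p was 0.0889 against TN1 and TN2 alone and ranged from -0.19 to 0.0210. miR-18a-5p was -0.0808 against M1N and M2N alone, -0.0806 with the covariate, -0.0104 with the block and -0.0151 without it, and ranged from -0.0327 to 0.21. miR-96-5p, -0.34 over the 8 mice, was 0.0930 against M1N and M2N alone and 0.0906 with the covariate. miR-34c-5p was -0.13 with the block, -0.12 without it and -0.0105 corrected for base composition, and ranged from -0.0643 to 0.17. miR-34b-5p ranged from -0.12 to 0.0135, and miR-191-5p, -0.51 over the 8 mice, was 0.0470 against TN1 and TN2 alone. SNORD61 was -0.25 against M1N and M2N alone and with the covariate, -0.41 with the block and -0.44 without it, and ranged from -0.26 to 0.27. The cause was not tested. Among the other small RNAs named, 36 values changed: 31 weaker and 5 stronger. For those with few counts, such as SNORD61 with 10.6 on average, the depth limits the precision of the fold change.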

Differences from the paper's values

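Between WD and SD mice 63 entries of the miRNA class met the criteria, against the paper's 13. The criteria were an unadjusted p of 0.1 or less and a fold change of 1.5 or more. The paper's 13 are all mature miRNAs, whereas 48 of the 63 are. A fit of mature miRNAs alone, chosen after seeing the data, gave 43. The paper does not say whether its p for miRNAs was adjusted. None of the alternatives set before the data were examined closed the gap: the count was lowest, 39, with at least 10 counts in every mouse, and highest, 146, against M1N and M2N alone. By the paper's criteria for piRNAs 0 were found, with 2341 at an unadjusted p of 0.05 or less, against the paper's 190. The alternatives set before the data were examined gave 0 as well, except for 3351 against M1N and M2N alone and 1109 with the M1 and M2 mice as a block. Of those chosen after seeing the values, the first letters of the name as a covariate, which again compares M1N and M2N with the WD mice, gave 3638 and the M1 and M2 mice without the block 1052. None came within 1.5 times the paper's number.

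The mean count of miR-29a-5p over the 8 mice was 35.8 against the paper's read number of 8161. For miR-468-5p it was 1319 against the paper's 78, and for miR-30e-5p 1149 against the paper's 421. The median count, at 39.5, 1169 and 1041.5, did not close any of these gaps. A read number or fold change was counted as different only where its gap to the paper's value exceeded both the SD between mice and 1.5-fold. By this rule no fold change of the 13 miRNAs differed over the 8 mice. The gaps of miR-30e-5p (1.39 against the paper's 1.95, SD 0.30) and miR-19b-3p (1.29 against 1.5, SD 0.19) exceeded the SD but not 1.5-fold.

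The paper ranks miR-29a next to miR-19b among the deregulated miRNAs of Table 1. By mean count, mean CPM and median count miR-29a-5p ranked 10 of the 13, and miR-19a-3p came after miR-19b-3p. The paper lists miR-30e-5p, miR-468-5p, miR-29a-5p and miR-19b-3p as changed by 1.5-fold or more. Their fold changes over the 8 mice were 1.39, 1.40, 1.49 and 1.29. Against M1N and M2N alone, miR-30e-5p, miR-468-5p and miR-29a-5p reached 1.59, 1.68 and 1.65. miR-468-5p also reached 1.55 without TN2 and 1.57 without M2W. miR-29a-5p also reached 1.58 with limma-voom, 1.55 with column totals, 1.51 with upper-quartile factors, 1.51 with at least 10 counts in every mouse, 1.84 with the M1 and M2 mice as a block, 1.63 without M2N, 1.76 without TN1, 1.55 without M3W and 1.50 without M5W. The first letters of the name as a covariate, chosen after seeing the values, gave the same folds for these 3 miRNAs by design, since the diets are then compared between M1N and M2N and the WD mice alone. The M1 and M2 mice without the block, also chosen after seeing the values, gave 1.75 for miR-29a-5p. For miR-19b-3p no alternative gave 1.5 or more.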

Other observations

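Of the tests in this part, those on base composition and the counts of splits for miRNAs by the criteria, for piRNAs at unadjusted p and for the Table 1 miRNAs were set down before their values were known. The others were chosen after the result was seen, and miR-293-3p, miR-290-5p, the cluster of miR-302 and miR-449a-5p are named after their values were seen.

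The 8 mice can be divided into 4 and 4 in 35 ways. As many miRNAs by the criteria as between the diets, 63, were found in 6 of the 35 splits, the real one included, and as many piRNAs at an unadjusted p of 0.05 or less with a fold change of 1.5, 1376, in 5 of the 35. All 6 splits place M1N and M2N on one side, and the 5 besides the real one also place M2W there. The 15 splits with M1N and M2N on one side gave a median of 40 miRNAs. The 20 that part M1N and M2N gave a median of 19. Among the 12 splits that part both same-numbered pairs, as the real one does, only the real one gave as many miRNAs (1 of 12), and 2 gave as many piRNAs, the real one included. The other splits keep at least 1 pair together. Over all 35 splits the number of calls may thus arise from grouping alone, whereas among the 12 too few splits remain to tell. For the miRNAs with an adjusted p under 0.05, the piRNAs by all criteria and the small RNAs of all classes, the count between the diets is 0 (69, 2341 and 2474 at an unadjusted p of 0.05 or less), which all 35 splits reach, so these counts test nothing. In 4 splits some miRNA had an adjusted p under 0.05, at most 85. The 9 Table 1 miRNAs that met the criteria were matched by 1 of the 35 splits, the real one, and the next highest count was 5; as the list was drawn from these mice, this cannot tell a diet effect from selection. Across the 331 mature miRNAs with a known base composition, the log2 fold change had a Spearman rho of -0.18 with it (across miRNAs, which are not independent replicates), below the 0.3 set for it to count, and the total counts of the diets overlapped (exact permutation test, p = 0.371), which does not rule out a part of library size.

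The SD mice named M and TN differ. In a comparison of the 2 mice of each name, 691 piRNAs and 80 miRNAs had an adjusted p under 0.05 by edgeR's test. On the first 2 principal components TN1 and TN2 lay 12.2 apart, the closest M and TN mice 50.3 and M1N and M2N 59.6. By this distance M1N and M2N do not lie together. By the Pearson r of log2 CPM, however, M1N and M2N were closest to each other (0.9571). M2N had nearly the same r with M2W (0.9569) and TN1 (0.9561), so whether M1N and M2N form a group stays open. Depth is not a likely source, as the totals of TN1 and TN2 differ by a factor of 1.50 while these mice lie together. The log2 ratio of TN to M had a rho of -0.23 with base composition, across miRNAs. What the names stand for is not known, so a batch and a difference between animals cannot be told apart, and no biological explanation was tested. Among the 13 Table 1 miRNAs, 4 differed by 1.5-fold or more between these pairs, fewer than the 7 set for the pairs to account for the list. However, in 11 of the 13 TN1 and TN2 lay on the side of the WD mice relative to M1N and M2N. In edgeR's test 8 of the 13 had an adjusted p under 0.05 against M1N and M2N alone and 2 against TN1 and TN2 alone. These 2, miR-183-5p and miR-182-5p, were not among the 8. Their adjusted p against M1N and M2N in edgeR's test was 0.130 and 0.0986. Whether the effect of the diet differs between the pairs was not tested, and the pairs cannot be ruled out as a source of part of these differences.

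In 9 of 10 arms of the cluster that holds miR-290 with at least 10 counts on average in TN1 and TN2, both TN mice were at least 3-fold above every other mouse. miR-290-5p had 672 and 493 counts in TN1 and TN2 and 6 to 42 elsewhere. A single arm taking reads from elsewhere is thus an unlikely source. RNA from embryonic stem cells could raise the cluster of miR-302 too, but its median log2 ratio of TN to the other mice was -0.38. As this rests on 3 arms with few counts, and that cluster need not rise with the other, such RNA cannot be ruled out. Fewer meiotic cells could lower miR-34b-5p, miR-34c-5p and miR-449a-5p, whose log2 ratios of TN to the other mice were 0.08, -0.10 and -0.37. These miRNAs thus did not fall together. For miR-449a-5p TN1 and TN2, at 1082 and 940 CPM, lay within the range of the WD mice, 835 to 1125. M1N and M2N were higher, at 2299 and 1640 CPM. Other sources were not tested, and the pattern cannot be told apart from the unknown difference between M and TN mice. miR-293-3p, a member of this cluster, had the smallest adjusted p among miRNAs between the diets (0.067, edgeR's test).

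Within the miR-17-92 cluster miR-19a-3p rose by 0.62 on the log2 scale and miR-92a-3p fell by 0.47. The rho with base composition over the 6 members was -0.0857. Against TN1 and TN2 alone miR-92a-3p fell by 0.15, and miR-18a-5p reversed under the alternatives given for it. Whether the members differ from each other was not tested.

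A candidate explanation for the read number of miR-29a-5p in Table 1 is that it belongs to the other arm: the mean count of miR-29a-3p was 1.003 times the paper's value. Of 9 Table 1 miRNAs whose other arm is listed, the other arm came within 10% of the read number in 2, miR-29a and miR-376b. The comparison was made after the values were seen, and the read numbers of miR-30e-5p, miR-468-5p and miR-124-3p (mean count 213 against the paper's 103) were not met within 1.5 times by either arm.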
